# hNAG-1 increases lifespan by regulating energy metabolism and insulin/IGF-1/mTOR signaling

**DOI:** 10.18632/aging.100687

**Published:** 2014-08-28

**Authors:** Xingya Wang, Kali Chrysovergis, Justin Kosak, Grace Kissling, Mike Streicker, Glenda Moser, Ruifang Li, Thomas E. Eling

**Keywords:** hNAG-1/GDF15, lifespan, metabolism, insulin/IGF-1/mTOR

## Abstract

Nonsteroidal anti-inflammatory drug-activated gene (*NAG-1*) or *GDF15* is a divergent member of the transforming growth factor beta (TGF-β) superfamily and mice expressing *hNAG-1/hGDF15* have been shown to be resistant to HFD-induced obesity and inflammation. This study investigated if hNAG-1 increases lifespan in mice and its potential mechanisms. Here we report that female *hNAG-1* mice had significantly increased both mean and median life spans in two transgenic lines, with a larger difference in life spans in mice on a HFD than on low fat diet. *hNAG-1* mice displayed significantly reduced body and adipose tissue weight, lowered serum IGF-1, insulin and glucose levels, improved insulin sensitivity, and increased oxygen utilization, oxidative metabolism and energy expenditure. Gene expression analysis revealed significant differences in conserved gene pathways that are important regulators of longevity, including *IGF-1*, *p70S6K*, and *PI3K/Akt* signaling cascades. Phosphorylation of major components of IGF-1/mTOR signaling pathway was significantly lower in *hNAG-1*mice. Collectively, hNAG-1 is an important regulator of mammalian longevity and may act as a survival factor. Our study suggests that hNAG-1 has potential therapeutic uses in obesity-related diseases where life span is frequently shorter.

## INTRODUCTION

Aging is characterized by decline in cellular function and is associated with obesity, inflammation, altered energy metabolism, and insulin resistance [1, 2]. Understanding the mechanisms of aging with the goal of increased lifespan remains an area of intensive study. Metabolic dysfunction is a common hallmark of aging [2]. The insulin/IGF-1 (IIS) signaling pathway is the most characterized metabolic pathway implicated in aging [2, 3]. Genetic suppression of IIS signaling extends longevity in worms, insects, and mammals [1]. Caloric restriction is the only efficient treatment known to increase mammalian lifespan other than genetic modifications [4]. In early life, rodents fed a caloric restriction diet have lower IGF-1 levels than rodents fed a normal chow diet, and many rodent genetic models with a prolonged lifespan have lower levels of serum IGF-1 or IIS signaling compared to control groups [5-7]. In contrast, HFD promotes mortality and decreases lifespan in laboratory animals [8, 9].

hNAG-1 plays a complex, but poorly understood role in several human diseases [10]. Circulating hNAG-1 is elevated in physiological and pathological processes, including early pregnancy, liver injury, heart failure, and cancers [11, 12]. hNAG-1 has been shown to play a role in adiposity as transgenic mice expressing hNAG-1 have reduced body weight and fat content compared to their wild-type littermates [2, 13]. Recently, we have shown that *hNAG-1* transgenic mice are resistant to both genetic and dietary-induced obesity, and have improved insulin sensitivity and higher oxidative metabolism compared to wild-type controls [14]. We also found that *hNAG-1* mice have lower inflammation [15, 16]. In addition, *hNAG-1* transgenic mice have significantly reduced serum level of IGF-1[14]. However, it has not been determined if hNAG-1 increases lifespan and if it alters the IGF-1/mTOR pathway, a key pathway in the regulation of aging [4].

In this study, we measured the lifespan of *hNAG-1* transgenic and wild type mice and examined effects of HFD on lifespan. Lifespans of the *hNAG-1* transgenic mice are significantly longer with both LFD and HFD. We also found increased oxidative metabolism, insulin sensitivity, and reduced signaling cascade of IGF-1/Insulin/mTOR in the *hNAG-1* transgenic mice which may be responsible, in part, for the increased lifespan.

## RESULTS

### *hNAG-1* female mice have increased lifespan

A total of 200 female *hNAG-1* mice and their wild-type (WT) littermates from two transgenic lines (1377 and 1398) were placed on either 10% (LFD) or 60% fat diets (HFD) (n = 25 in each line-genotype-diet group). Log-rank tests showed lifespan was significantly longer for *hNAG-1* mice than for WT mice in both lines with both diets (Figure 1a and 1b, Table 1). On LFD, the median lifespan of hNAG-1 mice was 18.8 weeks (19.5%) and 13.0 weeks (12.8%) longer than WT littermates, respectively for lines 1377 and 1398 (log rank χ^2^ = 4.60, 1 d.f., p=0.032 for line 1377; log rank χ^2^ = 8.03, 1 d.f., p=0.005 for line 1398, Table 1). On HFD, the median lifespan of *hNAG-1* mice was 22.4 weeks (23.6%) and 33.6 weeks (43.6%) longer than WT littermates, respectively for lines 1377 and 1398 (log rank χ^2^ = 13.0, 1 d.f., p<0.001 for line 1377; log rank χ^2^ = 28.9, 1 d.f., p<0.001 for line 1398, Table 1). Consistent with previous findings that HFD could shorten lifespan[8, 9], survival of line 1398 WT mice in the HFD group was significantly lower than the LFD group (median was 24 weeks lower, log rank χ^2^ = 11.2, 1 d.f., p < 0.001). However, there were no significant differences in lifespan between HFD and LFD in either WT or *hNAG-1* transgenic mice in line 1377. Consistent with previous findings that young *hNAG-1*mice (20 to 30 weeks) are resistant to obesity on a 12 week-long HFD [14], both mean body and abdominal white adipose tissue (WAT) weights are significantly reduced in old *hNAG-1* mice (> 95 weeks) after prolonged feeding with either diets (Figure 1c and 1d, Supplementary Figures 1 and 2). With aging and especially on HFD, mice (C57/BL6) develop spontaneous skin lesions and mass growths (tumors or non-tumors) in organs and experience lymph node and spleen enlargement [17-19]. Fewer *hNAG-1* mice have skin lesions, spleen enlargement and gross liver lesions compared to WT littermates (Supplementary Tables 1 and 2). Percentages of mice with lymph node enlargements were similar between *hNAG-1* and WT mice. Collectively, hNAG-1 overexpression increases lifespan in female mice. *hNAG-1* mice are resistant to diet-induced obesity, as well as age- and diet-induced pathological lesions.

**Figure 1:**
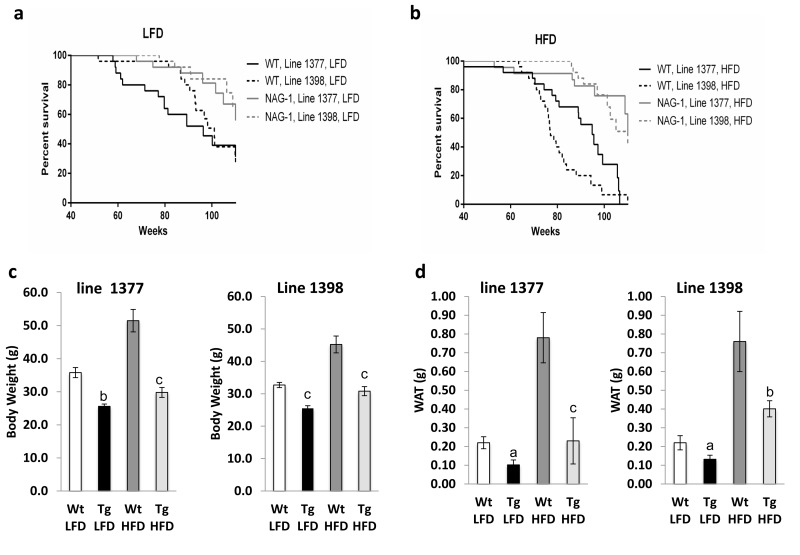
Increased lifespan of female hNAG-1 transgenic mice **(a-b)**, Kaplan-Meier survival curves for female Wt and *hNAG-1* mice from two transgenic lines, line 1377 and line 1398 (**a**) LFD (**b**) HFD. (**c)**, Terminal mean body weights of hNAG-1 and Wt mice at 95±5 wk old in two lines (g). (**d)**, Mean abdominal white adipose tissue (WAT) weights of the mice (g). n=9~18. Data are presented as mean ± SE. a, p<0.05, b, p<0.01 and c, p<0.001 as determined by Student's t-test.

**Table 1:** Median survival times (weeks) with comparisons of hNAG-1 and WT mice

		10% Fat Diet (LFD)			60% Fat Diet (HFD)		
Line	Genotype	N	Median	P-Value	N	Median	P-Value
1377	NAG-1	25	115.1	0.032	25	117.3	<0.001
	WT	25	96.3		25	94.9	
1398	NAG-1	25	114.0	0.005	25	110.6	<0.001
	WT	25	101.0		25	77.0	

Median lifespans were calculated by Kaplan–Meier survival curve analysis. Statistical comparisons between genotypes and diets was performed using the log rank test (N=25, p<0.05).

### *hNAG-1* female mice have increased circulating growth hormone level

In mice, disruption of growth hormone (GH) signaling that leads to major alterations in IIS has a well-documented positive impact on lifespan [4]. The long-lived GH-resistant GH receptor (GHR)-KO mice which have high GH level, as well as Ames dwarf and Snell dwarf mice lacking GHexhibit dwarfism, increased subcutaneous adiposity, change in tissue sizes, and increased insulin sensitivity[1, 20]. Although *hNAG-1* mice are significantly shorter in body length (Figure 2a) there are no significant differences in tissue sizes, length of femurs or organ weights (data not shown). Interestingly, circulating GH level is substantially increased in terminal serum of *hNAG-1* mice (Figure 2b). This difference is more dramatic in young 1398 female mice (Supplementary Figure 3) suggesting a possible GH-resistant phenotype or simply a feed-back regulation due to reduced IGF-1 level in *hNAG-1* mice (Figure 2c). However, the expression of GHR in liver, WAT, or brain tissue at both mRNA and protein levels was the same for *hNAG-1* and WT mice (data not shown). The downstream GH signaling cascade including phosphorylation of JAK2, ERK1/2, and SMAD were not different in *hNAG-1* mice. Recombinant hNAG-1 did not inhibit GH-induced downstream signaling or IGF-1 secretion in cell culture studies using HepG2 cells (Data not shown). These data suggest that *hNAG-1* mice are not GH resistant and the effects on longevity in *hNAG-1* mice appear to be independent of GH. However, the cause of the reduction in IGF-1 levels and elevated GH levels in *hNAG-1* mice is unclear.

**Figure 2:**
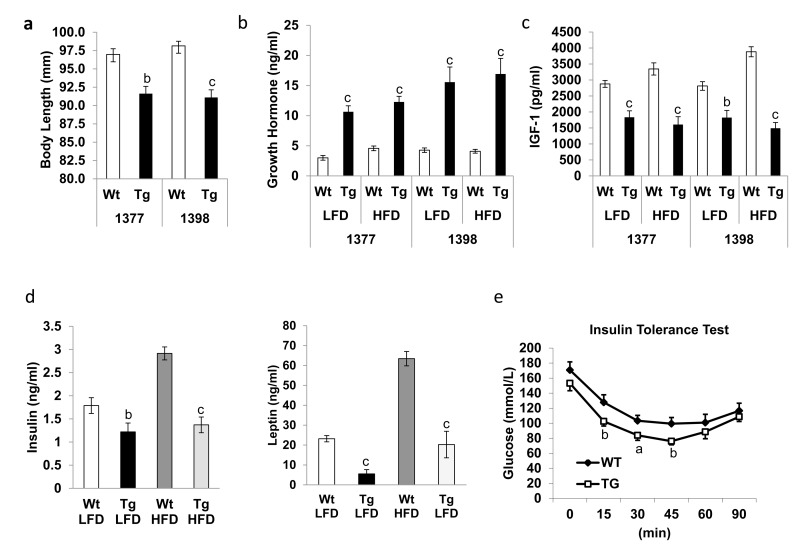
*hNAG-1* transgenic mice have improved insulin sensitivity **(a),** Mean body length of female hNAG-1 and Wt mice in both lines (n=6~8). **(b-d)**, Mean serum levels of growth hormone (**b**), IGF-1 (**c**), insulin and leptin (**d**) in terminal blood of hNAG-1 and Wt mice on LFD and HFD (n=10). **e**, Insulin tolerance test on old (>95 wk) 1398 female hNAG-1 Tg mice and Wt mice (n=8~9). Data are presented as mean ±SE. a, p<0.05, b, p<0.01 and c, p<0.001 as determined by Student's t-test.

### *hNAG-1* female mice have increased insulin sensitivity

The resistance against HFD-induced obesity suggests that the transgenic expression of *hNAG-1* in mice might positively affect age-associated metabolic disorders, such as insulin resistance. Similar to young mice [16], insulin and leptin levels are substantially reduced in *hNAG-1* mice on LFD or HFD in old mice (Figure 2d).

Insulin tolerance test (ITT) shows that 95week-old (line 1398) *hNAG-1* mice have significantly improved insulin sensitivity compared to WT littermates (Figure 2e). Because the body weights between *hNAG-1* mice and the WT mice are quite different, it was not possible to match same weight at the same age. We decided to use the mice at the same age, which we think is more appropriate than weight. We also calculated the results using % of basal glucose level and found similar results as using glucose concentration (data not shown). Basal glucose levels are also significantly lower in 95 week-old *hNAG-1* transgenic mice. Thus, consistent with association between improved insulin sensitivity with better survival [4], older *hNAG-1* mice sustain higher insulin sensitivity which may play a role, in part, for the increased lifespan as observed above. *hNAG-1* mice mimic caloric restriction with reduced circulating IGF-1 levels, improved insulin sensitivity, and extended lifespan. There is no significant difference in food intake between the mice on a LFD or HFD in both lines (Supplementary Figure 4 and 5).

### *hNAG-1* have increased energy expenditure and metabolism

Increased energy expenditure can extend lifespan and alter insulin sensitivity and resistance to obesity [21, 22]. Previously, we have shown that hNAG-1 expression increases metabolic oxidation and thermogenesis in male mice which is responsible, in part, for the resistance of *hNAG-1* mice to obesity [14]. Enhanced O_2_ consumption and higher heat expenditure are consistent with increased oxidative metabolism and is associated with protection from HFD-induced obesity and enhanced longevity [1, 23]. In this study, heat production is slightly but statistically significant lower during the day in female line 1398 hNAG-1 mice (Figure 3a). During the night, *hNAG-1* mice have significantly much higher heat production than WT littermates (Figure 3a) with no difference in physical activity between the mice (data not shown). We then examined the expression of representative thermo-genesis genes in brown adipose tissue (BAT) in both 30 wk and 95 wk old mice. However, unlike the young male mice where most of these genes (*UCP-1, PGC1a, ECH-1, Cox8b, PGC1b*, etc) are up regulated in BAT [14], only few genes were up regulated in BAT in female mice due to larger variation (Supplementary Figure 6). In addition, *hNAG-1* mice utilize more oxygen than WT mice during the night (Figure 3b) and have reduced respiratory quotient (RQ) during the day (Figure 3d), implying greater reliance on fats, as opposed to carbohydrates, as an energy source.

**Figure 3:**
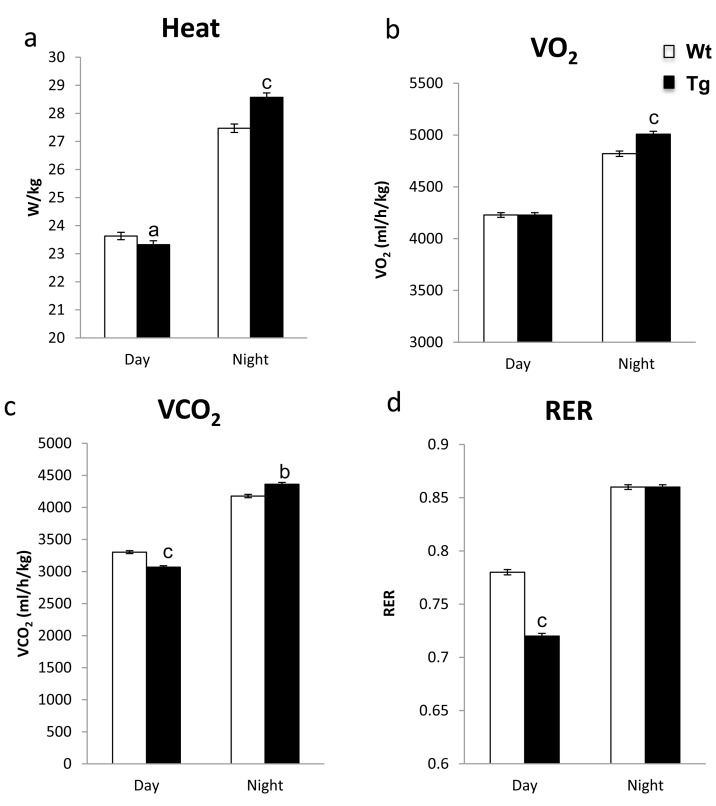
*hNAG-1* transgenic mice have increased metabolism **(a),** Heat production (W/kg) in female *hNAG-1* and Wt mice as determined indirect colorimeter (n=5). (**b-c)**, Consumption of O_2_ and VO_2_ (ml/h/kg) in female hNAG-1 and Wt mice during day and night time (n=5). (**d)**, Respiratory quotient (RER) as calculated from VO_2_ and VCO_2_ in 1398 *hNAG-1* female mice. Data are presented as mean ± SE. a, p<0.05, b, p<0.01 and c, p<0.001 as determined by Student's t-test.

### *hNAG-1* female mice have decreased mTOR signaling activity

To further understand the mechanism of extended lifespan in *hNAG-1* mice, we used whole genome microarray analysis to examine differential gene expression in abdominal WAT in line 1398 *hNAG-1* mice. 

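Gene expression in abdominal white adipose tissue (WAT) was measured on 6 single-colour Agilent whole mouse genome arrays, 3 for hNAG-1 female mice and 3 for wild-type (WT) female mice at 30 wk of age. Each array held Cy3-labelled RNA from a pool of 2 mice, so 6 mice of each genotype were sampled; the line, 1398, is named in the paper. The paper's methods name an Affymetrix mouse genome array, and the deposited scanner files come from Agilent arrays of 45018 spots read with Agilent Feature Extraction 9.5. The deposited values are processed signals, that is, spot brightness after the scanner software's background subtraction, not normalized between arrays. The 75th percentile of the signal was 1028.5, 957.6 and 987.7 on the WT arrays and 896.0, 738.8 and 657.3 on the hNAG-1 arrays, and between 71.2% and 82.0% of the spots were well above background on each array. The 3 WT arrays and hNAG-1 replicate 1 shared a slide, and hNAG-1 replicates 2 and 3 were on a second slide that held no WT array. The log2 signal was set relative to each array's 75th percentile, and each gene was represented by its brightest probe among those well above background on at least 3 arrays. This left 21067 genes, 16382 of them with a current gene symbol, which were compared between genotypes with limma and Benjamini-Hochberg adjustment over all genes. Pearson correlations of these values were 0.965 to 0.988 over all pairs of arrays, so no pair was a repeat of the same values. No gene passed an adjusted p of 0.05 in limma, in which the smallest adjusted p was 0.168, nor with a Student's t-test after the same adjustment. At an unadjusted p under 0.05 limma gave 1781 genes higher and 860 lower in hNAG-1 mice, against 825 and 799 with slide as a fixed block, 572 and 734 within the slide holding both genotypes, and 324 and 112 with normexp background correction. Without hNAG-1 replicate 2 these counts were 960 and 652, and without WT replicate 1 they were 1209 and 530. Without hNAG-1 replicate 1 they were 2380 and 692. With an intensity trend and robust variances in limma's eBayes step 107 genes were higher and 23 lower at an adjusted p under 0.05. The paper's statistics section takes two-sided p-values at the 0.05 level as significant and names no normalization or test for the array.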

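Of the signaling families, the AMP-activated protein kinase (AMPK) list had mostly positive changes in hNAG-1 mice, and the IGF-1/insulin, PI3K and RPS6K lists had changes in both directions. In the AMPK list, 11 of 15 measured genes had a log2 fold change above 0 in hNAG-1 mice and 4 below 0. The 2 acetyl-CoA carboxylase genes, Acaca and Acacb, whose enzymes make malonyl-CoA and are targets of AMPK, were the members with an adjusted p under 0.05 when adjusted over the list alone. Acacb had a log2 fold change of 1.87 (standard error 0.284, adjusted p = 0.176 over all genes in limma), and its log2 signal was 5.75 ± 0.294 (SD, n = 3 arrays) in hNAG-1 mice and 3.88 ± 0.474 (SD, n = 3) in WT mice. Prkaa2, a catalytic subunit of AMPK, had a log2 fold change of 0.65 (standard error 0.25). In the IGF-1/insulin list 19 of 38 genes had positive and 19 negative log2 fold changes, and none passed adjusted over the list alone. Akt2 was at 0.46 (standard error 0.105), Igfbp4, which binds IGF-1, at -0.60 (standard error 0.143), Grb14, an adaptor that inhibits the insulin receptor, at -0.81 (standard error 0.209), and Igf1 at 0.18 (standard error 0.133). Of 14 genes of the PI3K family 8 had positive and 6 negative log2 fold changes, and of 9 measured ribosomal S6 kinases 4 had positive and 5 negative ones, with none past the test in either list. The median log2 fold change was 0.17 for the AMPK list, -0.0057 for the IGF-1/insulin list, 0.056 for the PI3K list and -0.012 for the RPS6K list; in the array of hNAG-1 mice that shared a slide with the WT arrays these medians were 0.065, 0.045, -0.17 and -0.11, so that the IGF-1/insulin and PI3K medians changed sign. With normexp background correction the medians were 0.22 for AMPK, 0.050 for IGF-1/insulin, -0.11 for PI3K and -0.0062 for RPS6K. Relative to the median of all genes, the normexp medians were 0.42 for AMPK, 0.24 for IGF-1/insulin, 0.082 for PI3K and 0.19 for RPS6K. On that relative scale the medians without normexp were 0.11, -0.069, -0.0076 and -0.076. No family was lower at an adjusted p under 0.05 with camera over 39 lists fixed before the data were examined. The adjusted p from camera was 0.0571 for AMPK, upward, and it was 0.421 for IGF-1/insulin, 0.642 for PI3K and 0.703 for RPS6K, with the direction in camera opposite to the sign of the median for PI3K and RPS6K. With an estimated correlation the adjusted p for AMPK was 0.433, and over 17 alternatives with the preset correlation it was 0.000111 to 0.184 and passed upward in 6. The lowest of these, 0.000111, came with probes in place of genes. The AMPK medians of the genotypes overlapped, with WT replicate 3 at 0.081 and hNAG-1 replicate 1 at 0.065 relative to the mean of the WT arrays. By fry, which tests a list against no change where camera tests it against the other genes, the adjusted p for AMPK was 0.0358. Acaca and Acacb are also members of the fatty acid synthesis list, and the AMPK list was not tested without them.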

Differential category expression analysis showed significant differences between *hNAG-1* mice and WT mice in key pathways in the regulation of metabolism and mammalian lifespan, including down regulation of IGF-1, PI3K, AMPK, and RPS6K families (Supplementary Fig. 7, Table 2). We validated a set of genes (*mTorc2*, *GHRH*, *IGF1R*, *RPS6k*, *FOXO1*, *Raptor*, *Mlst8*, *Mapkap1*, *Pik3c9*) by *qRT-PCR* in young female mice (Figure 4a). 

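On the arrays, Ghrh, which encodes growth hormone-releasing hormone, had the lowest log2 fold change of the genes named in Fig. 4 that were assigned a gene symbol. It was at -1.60 (standard error 0.303, adjusted p = 0.194 over all genes in limma). It was the single gene of these 8 with an adjusted p under 0.05 when adjusted over the list alone (adjusted p = 0.0166), a list from the study's own array analysis and so not taken as independent evidence of its direction. This list call was lost within the slide holding both genotypes, with slide as a fixed block, with normexp, with the mean of a gene's probes, and without WT replicate 1, WT replicate 2, hNAG-1 replicate 1 or hNAG-1 replicate 3. The ratio of hNAG-1 to WT for Ghrh, 0.33 over all arrays, was 0.33 to 0.382 without these single arrays and 0.283 with slide as a fixed block. It was nearer to 1 with normexp (0.511) and with the mean of the gene's probes (0.694). A dimmer probe of Ghrh, well above background on 1 WT array and 3 hNAG-1 arrays, was at 0.55 (standard error 0.36). The epidermal growth factor receptor gene Egfr was at -0.48 (standard error 0.223; -0.27 without WT replicate 1) and the transcription factor gene Foxo1 at -0.38 (standard error 0.137), with adjusted p = 0.44 and adjusted p = 0.364 over all genes in limma. The 5 dimmer probes of Egfr were at -0.49 to -0.76, and 4 of them had an unadjusted p under 0.05 in limma. Over all arrays Rptor, Mlst8 and Mapkap1, genes of the mTOR complexes, differed between genotypes by less than their standard errors. Rptor was at 0.00 (standard error 0.164), Mlst8 at -0.098 (standard error 0.149) and Mapkap1 at 0.065 (standard error 0.134). Rps6kb1, the gene of the S6 kinase p70S6K, was at 0.34 (standard error 0.14, adjusted p = 0.401 in limma). The labels mTorc2 and Pik3c9 are not gene symbols, and no probe was assigned to them. The label RPS6k is not one either. It was taken as Rps6kb1, whose protein S6K1 the paper also writes as Rps6k. Rictor, a subunit of mTOR complex 2, was at -0.0033 (standard error 0.108), Crtc2 at 0.012 (standard error 0.0975) and Pik3c2a at -0.045 (standard error 0.0997). With normexp background correction the log2 fold change of all genes had a median of -0.19, and relative to it Foxo1 was at 0.041, Mlst8 at 0.24, Egfr at -0.16 and Ghrh at -0.78. Within the slide holding both genotypes Ghrh was at -1.82, Egfr at -0.40, Foxo1 at -0.27, Mlst8 at -0.267, Rptor at -0.17 and Rps6kb1 at 0.45.

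**Figure D1:**
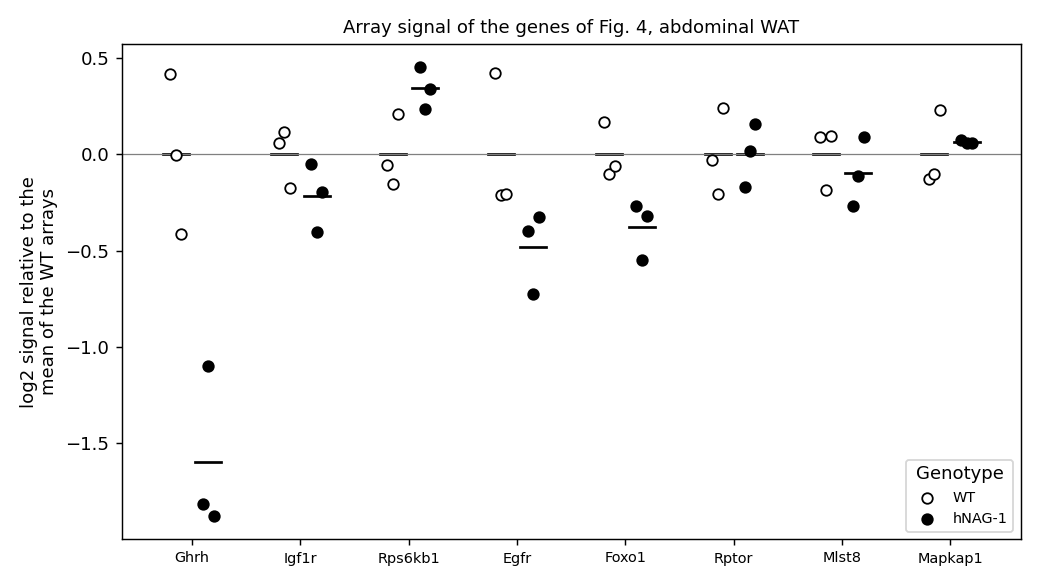
Array signal of 8 genes of Fig. 4 in abdominal WAT. The vertical axis is the log2 signal of each array relative to the mean of the WT arrays, each point is an array of a pool of 2 mice, open for WT and filled for hNAG-1, and lines are means of 3 arrays. The mean difference is -1.60 for Ghrh, 0.34 for Rps6kb1 and 0.00 for Rptor.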

The expression pattern of all of these genes confirmed the microarray data with a similar expression pattern in old mice (> 95 wk) except for *FOXO1* (Figure 4b).

**Table 2:** Ingenuity canonical pathways enriched by genes differentially expressed in hNAG-1 mice

Ingenuity Canonical Pathways	Molecules
**Significantly changed**	
PTEN Signaling	RPS6KB1,FOXO1,MAPK1,BMPR1A,FGFR1,IGF1R,MRAS,ITGA5,KRAS,EGFR
IGF-1 Signaling	RPS6KB1,NEDD4,FOXO1,MAPK1,IGF1R,SRF,MRAS,KRAS
p70S6K Signaling	GNAI2,RPS6KB1,F2RL1,MAPK1,MRAS,PRKCE,KRAS,PPP2R5A,EGFR
ErbB Signaling	RPS6KB1,FOXO1,MAPK1,MRAS,PRKCE,KRAS,EGFR
AMPK Signaling	RPS6KB1,CHRNA4,ACACB,MAPK1,MRAS,ACACA,CHRNE,AK2,PPP2R5A
Growth Hormone Signaling	RPS6KB1,MAPK1,IGF1R,SRF,RPS6KA3,PRKCE
PI3K/AKT Signaling	RPS6KB1,FOXO1,MAPK1,MRAS,ITGA5,KRAS,PPP2R5A,THEM4
ERK/MAPK Signaling	BRAF,MAPK1,PLA2G4C,SRF,MRAS,PRKCE,ITGA5,TLN1,KRAS,PPP2R5A
**Non-Significantly changed**	
HIF1α Signaling	SLC2A5,MAPK1,Vegfb,MRAS,EGLN3,KRAS
EGF Signaling	RPS6KB1,MAPK1,SRF,EGFR
ErbB2-ErbB3 Signaling	FOXO1,MAPK1,MRAS,KRAS
mTOR Signaling	RPS6KB1,RND3,MAPK1,Vegfb,MRAS,RPS6KA3,PRKCE,KRAS,PPP2R5A
ErbB4 Signaling	MAPK1,MRAS,PRKCE,KRAS
Role of JAK1 and JAK3 in γc Cytokine Signaling	MAPK1,SH2B2,MRAS,KRAS
Regulation of eIF4 and p70S6K Signaling	RPS6KB1,MAPK1,AGO3,MRAS,ITGA5,KRAS,PPP2R5A
Insulin Receptor Signaling	RPS6KB1,FOXO1,MAPK1,SH2B2,MRAS,KRAS
JAK/Stat Signaling	MAPK1,MRAS,KRAS
PI3K Signaling in B Lymphocytes	MAPK1,SH2B2,MRAS,KRAS

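Genes of Table 2 went in both directions in hNAG-1 mice. Of its 32 molecules 31 were measured, with F2rl1 not well above background on any array, and 15 had positive and 16 negative log2 fold changes. Adjusted over the list alone, 10 were higher and 3 lower in hNAG-1 mice at an adjusted p under 0.05, and none passed over all genes in limma; the list comes from the study's own array analysis, so its count is not taken as independent evidence. The 3 lower genes were Itga5, which encodes the integrin alpha 5 subunit, at a log2 fold change of -1.38 (standard error 0.398), the small GTPase gene Rnd3 at -0.74 (standard error 0.229), and the fibroblast growth factor receptor gene Fgfr1 at -0.55 (standard error 0.133). The fructose transporter gene Slc2a5 had the highest value, at 2.22 (standard error 0.267), followed by Acacb. The probe that represents Acaca lies on chromosome 11 from 84470765 to 84470824 of mouse build mm7. Acaca was 2.83-fold higher (standard error 0.141 on the log2 scale), with a log2 signal of 4.79 ± 0.0686 (SD, n = 3 arrays) in hNAG-1 mice and 3.28 ± 0.205 (SD, n = 3) in WT mice, and its 3 dimmer probes had log2 fold changes of 1.38, 1.59 and 1.59. Others among the higher genes were Egln3, Vegfb, Prkce, Chrna4, Ppp2r5a and Chrne, between 0.51 and 1.02; Chrna4, a dim probe well above background on 2 of 3 WT arrays, was at -0.39 with normexp, and Chrne at 0.064. Dimmer probes were at 0.23 for Vegfb and at 0.43 and 0.036 for Prkce. By pathway, 8 of the 9 AMPK Signaling molecules had positive log2 fold changes (median 0.62), and 6 of the 8 IGF-1 Signaling molecules had negative ones (median -0.19). With an intensity trend and robust variances, Acaca, Acacb, Slc2a5 and Vegfb were higher at an adjusted p under 0.05 over all genes and no gene of the table was lower. Adjusted over the list alone, that variance model gave 10 higher and 7 lower, quantile normalization 12 and 5, slide as a fixed block or normexp 3 and 0, the slide holding both genotypes 2 and 0, and leaving out each array in turn 3 to 7 and 0 to 3.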

IPA analysis was used to generate a list of genes changed in canonical pathway. Significance was calculated

**Figure 4:**
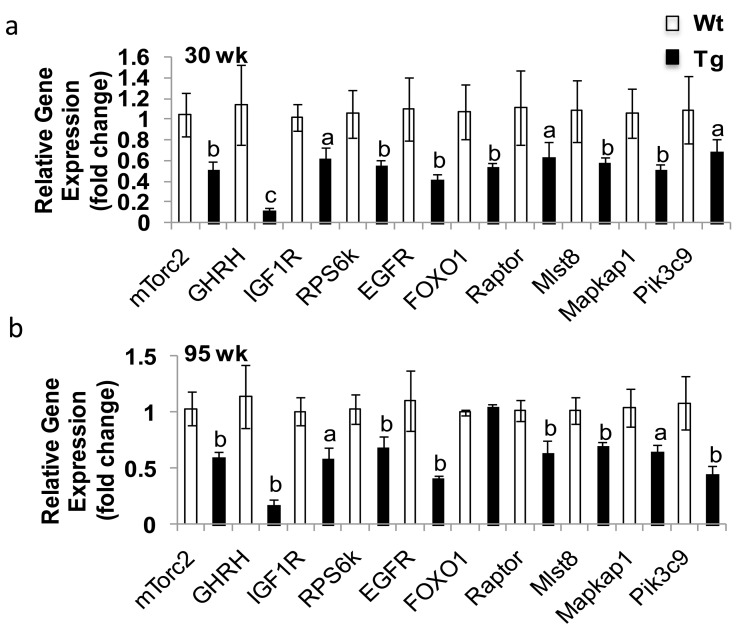
Gene validation from microarray results Validation was analyzed by qRT-PCR. **(a-b),** Validation of the expression of down-regulated genes from microarray study in young (30 wk, **a**) and old (95 wk, **b**) abdominal white adipose tissue (WAT) of female mice (n=6). Data are presented as mean ± SE. a, p<0.05, b, p<0.01 and c, p<0.001 as determined by Student's t-test.

mTOR pathway is emerging as a key regulator of aging, and is linked to IIS pathway [7, 24]. Inhibition of mTOR activity or knockout the downstream effector of mTOR, S6K1, increases lifespan in mice [25, 26].

Phosphorylation of members of mTOR signaling pathway (IGF1R, mTOR (ser2448), AKT (ser308), p70S6k (ser 384), and 4EPB-1) is down regulated in the WAT of young 1398 *hNAG-1* mice (Fig. 3f), and similar pattern is observed in old mice (> 95 wk, Figure 5). The expression of Sirt1 and Sirt6 [6, 27] between *hNAG-1* and WT mice was not different in liver (data not shown) and abdominal WAT (Figure 5).

**Figure 5:**
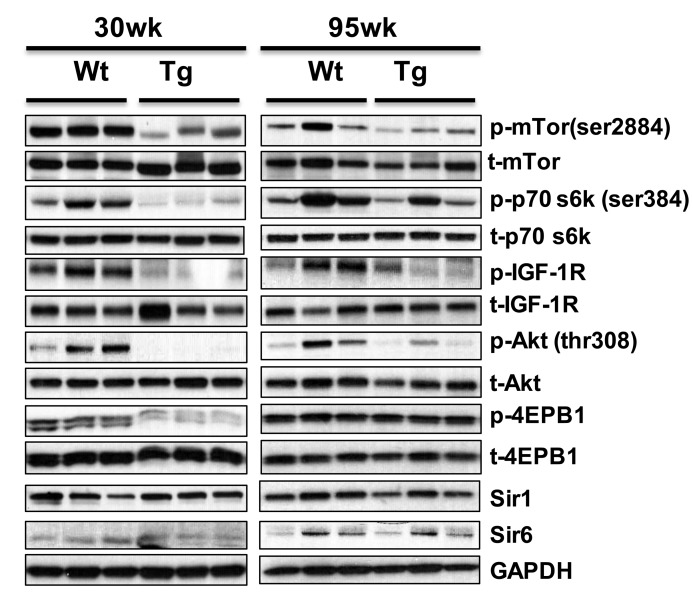
*hNAG-1* transgenic mice have reduced IGF-1/Insulin/mTOR signaling Phosphorylation of proteins of IGF-1/insulin/mTOR signaling pathway was analyzed by Western blot (n=3) in abdominal WAT. Both samples from 30 wk and 95 wk old animals were analyzed.

## DISCUSSION

Aging is characterized by decline in cellular function and is associated with obesity, inflammation, energy metabolism, and insulin resistance [1, 2]. In this study, we report that hNAG-1 is a novel regulator of mammalian longevity. Both the median and mean lifespan of the female *hNAG-1* mice on HFD and LFD are significantly longer than the WT mice. In the male *hNAG-1* transgenic mice, elevated circulating serum levels of hNAG-1 increases thermogenesis and oxidative metabolism [14], inhibits inflammation [15] and improves glucose tolerance [14]. In this study, we also found that female *hNAG-1* mice have increased metabolism and insulin sensitivity.

Furthermore, differential gene expression analysis revealed significant differences in the expression of key pathways associated with metabolism and mammalian lifespan between the *hNAG-1* mice and wild-type littermates. 

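Of the lists tested, the largest median shift with the settings used for these values was in fatty acid synthesis. Under some alternatives other lists shifted further. Smooth muscle markers were at -1.21 with quantile normalization, against 1.17 for fatty acid synthesis, and pancreas markers at -1.73 without WT replicate 1. The fatty acid synthesis genes rose together in hNAG-1 mice (camera, adjusted p = 5.59e-21, and adjusted p = 0.172 with an estimated correlation). All 20 measured genes of this list were higher at an adjusted p under 0.05 when adjusted over the list alone, with a median log2 fold change of 1.31, and none passed over all genes in limma. Acly, which makes cytosolic acetyl-CoA from citrate, was at 1.96 (standard error 0.194), the mitochondrial citrate carrier gene Slc25a1 was 2.82-fold higher (standard error 0.175 on the log2 scale), and Mlxipl, which encodes the carbohydrate-responsive transcription factor ChREBP, was at 1.25 (standard error 0.137). Genes of oxidative phosphorylation and of the TCA cycle rose as well in camera (adjusted p = 2.23e-16 and 2.81e-08; adjusted p = 0.265 for both with an estimated correlation). All 45 genes of oxidative phosphorylation and 20 of 21 of the TCA cycle had log2 fold changes above 0, and 25 and 9 of them were higher adjusted over the list alone; the medians of 0.39 and 0.38 fell to 0.26 and 0.23 with quantile normalization. Examples are Uqcrc2 of respiratory complex III at 0.48 (standard error 0.104) and Pdhb of pyruvate dehydrogenase at 1.08 (standard error 0.192). Of 15 genes of triglyceride synthesis and uptake 4 were higher adjusted over the list alone, among them Agpat2 at 1.53 (standard error 0.194), and the list rose in camera (adjusted p = 0.000998; adjusted p = 0.433 with an estimated correlation).
Fibroblast and extracellular matrix genes fell in camera (adjusted p = 1.55e-15; adjusted p = 0.265 with an estimated correlation). Of 26 such genes 25 had log2 fold changes below 0 and 11 were lower adjusted over the list alone, among them the collagen VI genes Col6a1 at -0.89 (standard error 0.124) and Col6a2 at -0.81 (standard error 0.122). Of 6 genes that mark expanding adipose tissue, Sfrp5 at -1.97 (standard error 0.208), Mest at -1.91 (standard error 0.302) and Bmp3 at -1.26 (standard error 0.185) were lower adjusted over the list alone, and the leptin gene Lep, at -0.82 (standard error 0.425) and at -0.355 without WT replicate 3, did not pass. This list fell in camera (adjusted p = 3.7e-06; adjusted p = 0.433 with an estimated correlation). Markers of adipocytes had a median of 0.32, those of macrophages -0.26 and those of endothelial cells -0.23, all past camera at the preset correlation (adjusted p = 0.504, 0.433 and 0.595 with an estimated correlation). The endothelial call was lost without WT replicate 3 (median -0.10) and without hNAG-1 replicate 1 (median -0.11). The adipocyte call was lost with quantile normalization, and the macrophage and endothelial calls with normexp, where relative to the median of all genes macrophage markers were at 0.030, endothelial markers at 0.037 and the fibroblast list at -0.18. In all, 7 lists were higher and 9 lower with camera at a preset correlation of 0.01, and 0 of these 16 calls held with an estimated correlation; by fry, which tests against no change and not against other genes, the fatty acid synthesis, oxidative phosphorylation, TCA cycle, fibroblast and AMPK lists passed. In the hNAG-1 array that shared a slide with the WT arrays, the medians were 1.43 for fatty acid synthesis, 0.38 for oxidative phosphorylation, 0.50 for the TCA cycle, 0.53 for triglyceride synthesis, -0.68 for the fibroblast list, -1.22 for adipose expansion, 0.21 for adipocyte markers, -0.27 for macrophage markers and -0.39 for endothelial markers.

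**Figure D2:**
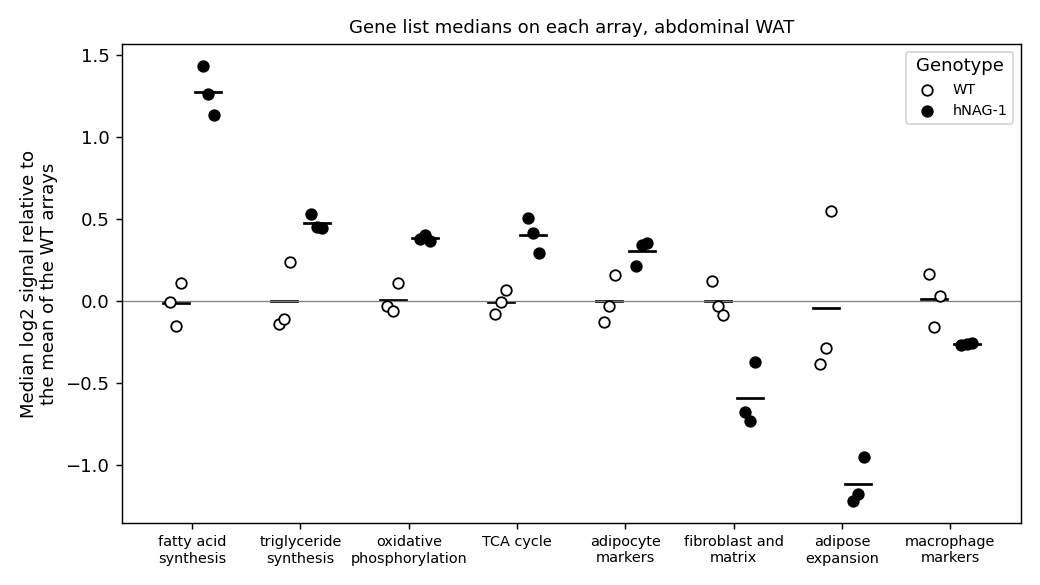
Medians of gene lists on each array. The vertical axis is the median over the list of the log2 signal relative to the mean of the WT arrays, each point is an array of a pool of 2 mice, open for WT and filled for hNAG-1, and lines are means of 3 arrays. For fatty acid synthesis the hNAG-1 arrays lie at 1.43, 1.26 and 1.13 and the WT arrays at -0.0082, -0.15 and 0.11.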

Our study suggests that *hNAG-1* improves mammalian survival by increasing energy metabolism and reducing IGF-1/mTOR signaling, two well-studied and tightly regulated longevity networks [4]. These biochemical events are conserved across species and are associated with increased longevity in all organisms and thus it can be assumed they have a role in the increased lifespan in female *hNAG-1* mice as summarized in Figure 6. The *hNAG-1* mice have most of the metabolic characteristic of long-lived mice [1]. In addition, we have previously reported that the *hNAG-1* mice have a lower inflammatory response [15, 16], and inflammation has been associated with aging [28, 29]. In contrast to most long-lived animals in which genetic deletion increases life span, we shown here that an increase in the expression of hNAG-1 protein extended longevity. hNAG-1 has similar effects as observed in Klotho transgenic mice in which lifespan has also been extended by perturbing IGF-1 signaling [30]. hNAG-1 is a circulating protein and thus there are opportunities and ways to alter metabolic activity and influence longevity by increase the circulating levels of hNAG-1 in humans. This is the first report showing hNAG-1 can act to increase lifespan in mice.

**Figure 6:**
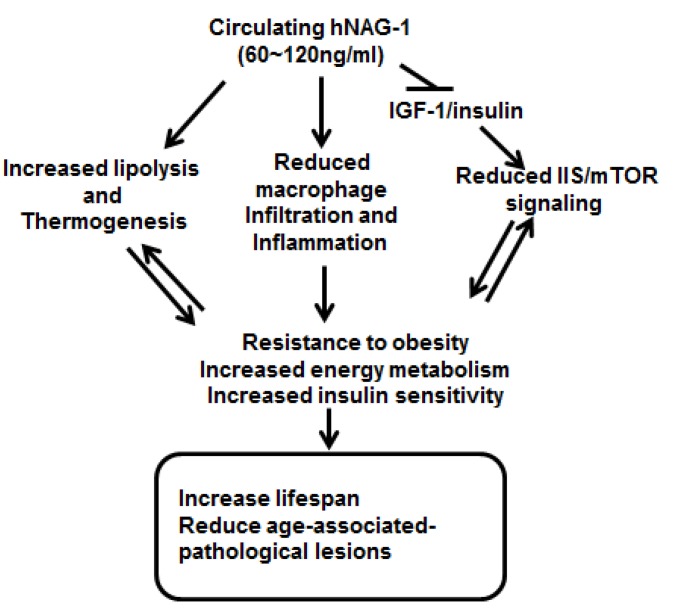
Schematic model for increased survival and lifespan in *hNAG-1* mice Overexpression of hNAG-1 in female mice lowers serum levels of IGF-1 and insulin and thus reduces IGF-1/insulin (IIS)/mTOR signaling. Circulating hNAG-1 also increases lipolysis, thermogenesis, and metabolism in *hNAG-1* mice [14], and reduces macrophage infiltration into WAT and reduces inflammation in *hNAG-1* mice [15, 16]. *hNAG-1* mice are thus resistant to obesity, have increased energy metabolism and increased insulin sensitivity, which leads to increased lifespan, and reduced age- or dietary-induced pathological lesions.

In laboratory mice, mutations with GH or GHR have been well documented to have positive impact on lifespan [1]. These mutations lead to alterations in IIS cascade and downstream signaling pathways. In this study, we found that GH is substantially up-regulated in *hNAG-1* mice. Notably, GHR deficient mice also have significantly increased GH level which causes GH resistance [20]. As expected, circulating IGF-1 levels are significantly reduced in old female mice. In line with our findings, IGF-1 deficient mice also produce elevated levels of GH [31], suggesting a possible similarity of growth hormone resistance between hNAG-1 mice and GHR deficient mice. However, we did not detect any differences of GHR expression at mRNA and protein levels between *hNAG-1* and WT mice in liver, brain, and adipose tissues. In addition, *in vitro* cell culture studies also failed to prove hNAG-1 may have inhibitory effects on GH downstream signaling or IGF-1 secretion from cells upon GH treatment. Interestingly, a striking difference between GHR deficient or GH disrupted mice and *hNAG-1* mice is that GHR deficient mice are rather obese which have increased subcutaneous adiposity while *hNAG-1* mice have decreased adiposity [1]. These data suggest that the mechanisms how IGF-1 level is significantly reduced and why GH levels is elevated in hNAG-1 mice is still unclear. *hNAG-1* mice may have both an overlapping and different mechanisms with GH deficient and resistant animals that have a significant effect on extending lifespan.

Female IGF1R heterozygous knockout mice live on average 33% longer than their wild-type littermates, suggesting IGF-1 receptor may be a central regulator of mammalian lifespan [5]. 

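The IGF-1 receptor gene Igf1r had a log2 fold change of -0.22 in hNAG-1 mice (standard error 0.147). It did not pass in limma, at an unadjusted p of 0.192 and an adjusted p of 0.575 over all genes. Its log2 signal, relative to each array's 75th percentile, was -0.186 ± 0.156 (SD, n = 3 arrays) in WT mice and -0.403 ± 0.177 (SD, n = 3) in hNAG-1 mice. The brightest probe, on chromosome 7 from 64088091 to 64088150 of mouse build mm7, carries in the deposited file an older clone name that is listed as a synonym of Igf1r. The file gives its position in ascending order, as for the probe named by the accession of Igf1r; the genome sequence was not used to check its strand. The 3 other probes of the gene were at -0.45 (standard error 0.18; the probe named by accession), -0.24 (standard error 0.1) and -0.19 (standard error 0.12). All 4 were well above background on every array and had negative log2 fold changes. Within the slide that held both genotypes, and with slide as a fixed block, the log2 fold change was -0.053. It was -0.21 with slide as a random block and -0.125 without hNAG-1 replicate 2. It was further from 0 without WT replicate 3 (-0.306), without hNAG-1 replicate 1 (-0.3) and with the mean of the gene's probes (-0.273). Over all alternatives run the adjusted p in limma was 0.42 or more. With normexp background correction the log2 fold change was -0.15, which is 0.049 relative to the median of all genes.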

In line with this observation, the expression of *IGFR* at mRNA level is significantly reduced in adipose tissue of *hNAG-1* mice then WT mice. In addition, the phosphorylation of IGF1R is also significantly reduced in *hNAG-1* mice compared to wild-type littermates. The nutrient sensing mTOR pathway is emerging as a key regulator of ageing. mTOR signaling complex affecting several crucial cellular functions, which show clear effects on ageing [24]. mTOR activity is linked to IIS pathway through multiple connections. Inhibition of mTOR by rapamycin or knockout the downstream effector of mTOR, the S6K1 (Rps6k), were reported to increase lifespan in mice [26]. Both microarray data and validation studies suggest that the key family of mTOR pathway and its downstream signaling are downregulated in *hNAG-1* mice. These findings are consistent with studies showing reduced phosphorylation of insulin/IGF-1/mTOR signaling pathway in WAT which is positively linked with prolonged lifespan [24].

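In the mTOR list, 27 of 40 measured genes had positive and 13 negative log2 fold changes in hNAG-1 mice, and no gene passed the test adjusted over the list alone. The lowest were Ddit4, at -1.42 (standard error 0.321), and Sesn2, at -1.37 (standard error 0.317), which encode stress-induced inhibitors of mTOR complex 1. Deptor, an inhibitor of both mTOR complexes, was at 0.53 (standard error 0.191), Rraga, a Rag GTPase that recruits mTOR complex 1 to the lysosome, at 0.35 (standard error 0.121), and the kinase gene Mtor itself at 0.23 (standard error 0.126). Downstream, Eif4ebp1, which encodes the translation repressor 4E-BP1, was at 0.030 (standard error 0.105), and Rps6kb2 at 0.25 (standard error 0.121). The list's median was 0.11 over all arrays and 0.12 in the hNAG-1 array on the slide shared with WT. The adjusted p was 0.659 with camera, which tests the list against other genes, and 0.0545 with fry, which tests it against no change, upward in both, and with normexp background correction the list passed camera upward (adjusted p = 0.0142, in a range of 0.0142 to 0.872 over the alternatives). From the array data and its qRT-PCR in hNAG-1 mice, the paper proposes that the mTOR family and its downstream signaling are lower in hNAG-1 mice. The paper also reports, from Western blots of WAT, lower phosphorylation of IGF1R, mTOR, AKT, p70S6K and 4E-BP1. Array signals measure mRNA and cannot test phosphorylation.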

The expression of hNAG-1 is significantly higher in many physical conditions and diseases in humans [11, 32]. The serum level of hNAG-1 is higher in patients with cancer, after cardiovascular incidence for example a heart attack, and liver or lung injuries, but is also higher during pregnancy [11, 32]. Serum levels of hNAG-1 have been proposed as a marker for all-cause mortality with concentrations correlated with survival time [33]. These apparent contradictory findings may point to pleiotropic/diverse functions of hNAG-1 in many diseases and physiological conditions. However, a rational explanation for these observations is that hNAG-1 expression is increased by the cellular injury and is acting as a survival factor. Thus, an increase in circulating levels of mature hNAG-1 observed, with the level assumed to be directly related to the severity of the disease/injury. *hNAG-1* mice are protected against chemical and genetically induced intestinal cancers and have lower inflammatory response [15, 34], while the circulating level of hNAG-1 is higher in cancer patients. Likewise, other evidences from mice experiments indicate that hNAG-1 protects the heart from ischemia/reperfusion [31] and hypertrophic injury [12] while circulating levels of hNAG-1 are increased after a cardiovascular event. In cancer patients the increased circulating hNAG-1 is related to the weight loss/cachexia observed [28, 29]. These seemingly conflicting results are consistent with the hypothesis that hNAG-1 acts as a survival factor.

Our recent studies confirmed that raising the circulating levels of the secreted mature hNAG-1 increases thermogenesis and oxidative metabolism causing a dramatic reduction in body and fat contents [14]. hNAG-1 exists in many forms, the pro-monomer, the pro-dimeric form and the secreted dimeric protein is present in the circulation, but the biological activity of the different hNAG-1forms is poorly understood [30]. The conflicting and contradictory findings may be related to some differences in the biological activities of the forms of hNAG-1. In addition, the receptor(s) of hNAG-1 has not been characterized and thus some difference in findings could be related to differences or mutation in these uncharacterized receptors.

In summary, hNAG-1 increased longevity and lifespan in female transgenic mice expressing the human hNAG-1 protein. hNAG-1 increases oxidative metabolism, lower obesity and decrease the insulin/IGF-1 pathway, all of which are associated with survival and longevity. These findings suggest hNAG-1 is a possible novel protein with potential therapeutic uses in diseases such as diabetes and obesity where shorter life span frequently is observed.

## METHODS

### Animals

The *hNAG-1* transgenic mice were generated as described previously [34]. hNAG-1 is expressed in most tissues, liver is very low but good expression is found in the skin, colon, kidney, brain and is highly expressed in the WAT and BAT (data not shown). Experiments were performed in accordance with the “NIH Guidelines for the Use and Care of Laboratory Animals”. A total of 200 WT and *hNAG-1* female transgenic mice at 50 wk old from line 1377 and 1398 were randomized and fed LFD or HFD (Research Diet) and water *ad libitum* (n=25/group). A total of 200 male mice were initially included for longevity study. However, due to relative high percentage of male *hNAG-1* mice that develop, for unknown reasons, urinary blockage which can cause early death the male mice were removed from study. Food intake was measured once a week for 40 weeks. Body weights were measured twice weekly over the course of the study. The mice were euthanized and total fat was removed and weighed. Physical activity, VO_2_, VCO_2_, and body heat production were measured at 30 wk of age in line 1398 female mice as described previously [35].

### Insulin Tolerance Test

Female mice, 95 wk old (1398), were fasted for 6 h and insulin (Sigma, St. Louis, MO) was intraperitoneally injected into mice at dose of 0.5 U/kg BW. Blood was collected from the tail at 0, 15, 30, 60, and 90 min after injection and glucose concentration was analyzed using a glucose meter.

### Microarray Analysis

RNA samples from abdominal WAT of line 1398 female NAG-1 mice and WT mice at 30 wk old were extracted as described [16]. Sample hybridization was performed as previously described [36]. Microarray analysis was performed using Affymetrix Mouse Genome 430 2.0 Array by Microarray core at NIEHS. Pathway analysis was carried out using Ingenuity Pathway Analysis (IPA, http://www.Ingenuity.com). Separate statistical analyses were conducted for each transgenic line.

### Real-time PCR

RNA samples from abdominal WAT and BAT of line 1398 female NAG-1 mice and WT mice at 30 wk old were extracted as described[16]. One microgram of RNA was reverse transcribed using iScript cDNA synthesis kit from BioRad. Real-time PCR assays were performed using Taqman master mix and primers (Applied Biosystems, Foster City, CA) by MyiQ PCR detection system (BioRad) for semi-quatitative real-time PCR analysis. Relative fold changes were calculated using the delta delta Ct method, with β-actin or GAPDH serving as control genes.

### ELISA Analysis

Terminal bleeds from mice were incubated at room temperature for 1 hour in serum separator tubes (Sarstedt, Nümbrecht, Germany) and then spun at 10,000 × rpm for 5 minutes. Serum was collected and stored at −80°C until analysis. Mouse leptin, mouse growth hormone, human NAG-1, mouse IGF-1 (R&D, Minneapolis, MN) and mouse insulin (Alpco, Salem, NH) ELISA kits were used according to manufacturer's instructions.

### Western Blots

Western Blots were performed as described[16]. Total protein in abdominal WAT was isolated using RIPA buffer (Pierce, Rockford, IL) supplemented with sodium fluoride and sodium vanadate. A total of 45 μg protein was electrophoresed on a 4-15% SDS-polyacrylamide Tris-Hcl gel (Bio-Rad) at 175V for 1 h. After transfer, membranes were blocked with 5% non-fat dry milk in 1x TBST (50Mm Tris pH7.5, 150 mM NaCl, 0.1% Tween-20) at room temperature for 1 hour. The membrane was probed overnight at 4°C with appropriate antibodies, at the dilutions as recommended by their manufactures. The next day, blots were rinsed and probed with the appropriate horseradish-peroxidase secondary antibody for 1 hour at room temperature in 5% milk in TBST and illuminated with Western Lightening TM Plus-ECL Enhanced Chemiluminescence Substrate assay kit. The membrane was stripped using Restore Western Blot Stripping Buffer according to manufacturer's instruction. After stripping, the membrane was re-probed for GAPDH for loading control.

### Statistical Analysis

Data were analyzed by Dr. Grace Kissling of the NIEHS Biostatistics Branch who determined the appropriate method to use. Survival was compared between genotypes and diets using log-rank tests; survival curves were plotted from Kaplan-Meier estimates. Body weight was compared between genotypes and diets using polynomial growth curve analysis. Food consumption was compared between genotypes and diets using Mann-Whitney tests with Bonferroni correction for multiple testing. All p-values are two-sided and considered significant at the 0.05 level. Body weight and food consumption plots show mean ± standard error of the mean.

## SUPPLEMENTARY DATA FIGURES AND TABLES

How the deposited data were processed for this re-analysis (not part of the article)

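Gene expression was measured in abdominal WAT of hNAG-1 and WT female mice at 30 wk of age on 6 arrays, each with RNA pooled from 2 mice. The pools are of different mice, so the p-values measure the spread between pools, and their number limits the precision. The authors deposited, for each array, the scanner output of Agilent Feature Extraction 9.5 (the version in the submitters' processing notes) with spot intensity, and a table of the processed signal, an intensity on a linear scale. All 45018 rows of that table equal the processed signal in the scanner files, so it holds no between-array normalization. The deposited intensity was background-subtracted and detrended within each array by the scanner software.

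From these values, 1639 control spots and outlier-flagged spots were left out, spots of a probe were averaged, and log2 of the processed signal minus each array's 75th percentile was taken. Of 41174 probes, 22951 were named through their accession in a table of mouse RefSeq genes (assembly GRCm38), 6659 by symbol and 3109 by synonym, and 8455 kept the name in the file. Positions are those of the array design, on mouse build mm7. Probes well above background on at least 3 of the 6 arrays were kept, 33 of them being dropped for a value missing on some array, which left 31469 probes. A gene is represented by its brightest kept probe. Of the genes named in Table 2 and Fig. 4, 26 had several kept probes, and in 4 of them (Braf, Ghrh, Rptor and Them4) a dimmer probe had the opposite sign.

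The genotypes were compared with lmFit and eBayes of limma 3.58.1 under R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over genes and a threshold of 0.05. Gene lists with at least 5 measured genes were tested with camera at a preset inter-gene correlation of 0.01, with an estimated correlation as an alternative, and with fry, which tests a list against no change where camera tests it against the other genes. The erythroid list had 4 measured genes and was not tested. The samples, the comparisons between genotypes, the lists and the alternatives were fixed before the data were examined; the tests of adipocyte share, of non-adipocyte cells, of slide and of other groupings for counts were chosen after the results they bear on were seen. The genes named in the text are those the paper names and those of the label checks, the 10 in each direction with the largest change past the adjusted threshold and no overlap between the arrays of the 2 genotypes (none passed, so those with the smallest unadjusted p took their place), and up to 4 genes of each list with the largest moderated t. Genes taken from the paper's table were known beforehand.

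The alternatives were quantile normalization, normexp background correction (offset 50), a stricter and no filter on dim probes, the mean of a gene's probes, probes in place of genes, a trended and robust variance model, slide as a fixed or random block and within the slide holding both genotypes, the replicate number as a block, each array left out in turn, and other thresholds. The slide and the scan coincide. On simulated data with the spread of these arrays and 200 of 21067 genes changed, the fit recovered 0% of genes changed by 0.5 on the log2 scale, 19.0% at 1, 56.8% at 1.5 and 71.6% at 2, in 10 simulations of each size, with 0.1 to 9.3 false calls per simulation, and camera found a shifted list of 21 genes in 10 of 10 at each size. The simulated genes vary independently, unlike genes in tissue. Xist was measured on all arrays and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were not well above background on any, as the labels (female) state. The transgene is human, and the probe of mouse Gdf15 does not check it. The paper's pathway analysis with IPA was not repeated here, and some results for Table 2 are not reported.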

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

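The tests of adipocyte share, of non-adipocyte cells, of slide and of other groupings for counts were chosen after the results they bear on were seen; the brightness test was set beforehand. Each of the following is a gene list outside the families the paper discusses that passed camera at the preset correlation and whose median on every hNAG-1 array lay outside the range of the 3 WT arrays, and none of these calls held with an estimated correlation. The median log2 fold change was 1.31 for fatty acid synthesis, 0.49 for triglyceride synthesis and uptake, 0.388 for oxidative phosphorylation, 0.382 for the TCA cycle, 0.355 for the proteasome, 0.325 for adipocyte markers and 0.203 for beta-oxidation, whose call was lost with quantile normalization (0.0718), without WT replicate 1 (0.121) and without hNAG-1 replicate 1 (0.152). It was -1.04 for adipose expansion, -0.542 for fibroblast and extracellular matrix genes and -0.259 for macrophage markers.

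The median of the fatty acid synthesis genes was higher on every hNAG-1 array than on any WT array. A bias that depends on probe brightness is argued against as the whole cause: the central 95% of the medians of 10000 random lists matched on mean signal ended at 0.285, and the list's median was 1.31 (1.17 with quantile normalization). A higher share of adipocytes is argued against as the whole cause, since the list exceeded the adipocyte markers, with which it shares no gene, by 0.988, with hNAG-1 arrays between 0.782 and 1.22 and WT arrays between -0.122 and 0.122. Slide stays open, because the list's shift of 1.43 within the shared slide rests on a single hNAG-1 array. Genotype is the biological difference in the design, and 3 arrays against 3 allow 10 splits, too few for a share under 0.05; the real median was 1.31 and the highest of the other splits 0.54 (1 split as large, the real one).

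The median of the fibroblast and extracellular matrix genes was lower on every hNAG-1 array than on any WT array. The bound from matched lists was -0.0214 against a median of -0.542 (-0.648 with quantile normalization), which argues against a brightness bias as the whole cause. With normexp, for which no matched lists were drawn, the median was nearer to 0, at -0.378. Relative to the median of all genes it was -0.184 with normexp and -0.606 without it. Whether all non-adipocyte cells had a lower share cannot be told apart from a change in matrix genes: the fibroblast median fell beyond the endothelial one (-0.431), but the hNAG-1 arrays (-0.502 to -0.288) overlapped the WT arrays (-0.301 to 0.302), macrophage, smooth muscle and mesothelial markers had negative medians too (-0.259, -1.11, or -2 without WT replicate 3, and -0.137), and T and B cell markers lay at 1.25 and 1.02 on hNAG-1 replicate 2, while the arrays of the genotypes overlapped, so T and B cells decide nothing. The shift on the shared slide was -0.679 and rests on a single hNAG-1 array. The splits are too few for a share under 0.05; the highest other split gave 0.329, and 1 split was as large.

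The median of the oxidative phosphorylation genes was higher on every hNAG-1 array than on any WT array. The matched lists' bound of 0.232 lies below the median of 0.388, which argues against a brightness bias as the whole cause; with quantile normalization the median was smaller, at 0.259, and the call held. A higher share of adipocytes in the hNAG-1 pools may account for it: adipocyte markers, which share no gene with the list, lay at 0.209 to 0.353 on the hNAG-1 arrays and -0.131 to 0.155 on the WT arrays, and the list exceeded them by 0.0745, within the overlap of the arrays. Slide stays open, with a shift of 0.375 in the single hNAG-1 array of the shared slide. The splits are again too few, with a highest other value of 0.203 and 1 split as large; a change in genotype is untested beyond this.

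For counts over all arrays, 10 splits are too few for a share under 0.05. No gene passed in the real split or in any other (0 genes, 10 of 10 splits). At an unadjusted p under 0.05 the real split gave 2641 genes and the highest other 1873 (1 split as large). Camera called 16 lists in the real split and up to 19 in the others, and 5 splits gave 16 or more; the split with 19 puts WT replicates 1 and 2 and hNAG-1 replicate 1 against the second slide's arrays and WT replicate 3, and within the shared slide 8 lists were higher and 5 lower.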

How the results depend on the processing

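Igf1r stayed negative and short of the threshold under all alternatives run, from -0.31 to -0.053. Relative to the median of all genes it was at 0.049 with normexp. No gene was called at an adjusted p under 0.05 except with a trended and robust variance model (130 genes). At an unadjusted p under 0.05, limma gave 2641 genes, with 7 of Table 2 and 2 of Fig. 4 lower; with a 1.5-fold change, 1162, 2 and 1; and a Student's t-test gave 2623, 6 and 2. No family of the paper was called lower under any alternative. The count of lists, 16, was 0 with an estimated correlation and 5 with fry (a test against no change), 14 to 21 when each array was left out in turn, and 23 with normexp (14 higher and 9 lower, 11 of them shared with the 16). Mesothelial markers turned upward in camera with normexp (median 0.0074) and within the slide or with it as a fixed block (median -0.0502, so that median and test differ in sign), ribosomal proteins turned upward with normexp (0.22), and skeletal muscle markers turned downward without hNAG-1 replicate 2 (-0.48, range over arrays left out -0.48 to 0.90). The causes were not tested. Normexp moved the median of all genes from 0.063 to -0.19. Fatty acid synthesis, oxidative phosphorylation, TCA cycle, proteasome, triglyceride, fibroblast and adipose expansion lists kept their call under each of 17 alternatives with camera at the preset correlation. The replicate block, on numbers that share no stated origin, gave 0 genes and 18 lists; same-numbered arrays deviated together with correlations of 0.098, 0.51 and 0.095, and WT replicate 1 was closest to hNAG-1 replicate 3. The table of the authors' values equals the scanner signal and was not run as a separate setting. Over all named genes and these alternatives, 28 values became calls and 54 changed sign by more than the standard error; for lists there were 41 new calls, 24 lost calls and 5 reversed. Genes not well above background on at least 3 arrays could not be tested.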

Differences from the paper's values

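The paper's values are qRT-PCR ratios read by eye from Fig. 4a (30 wk, 6 mice of each genotype, SEM), formed from its bars of hNAG-1 over WT; those here are ratios from 3 arrays of pools against 3. For Ghrh the paper's ratio is about 0.11 in Fig. 4a and the array ratio 0.33. For Rps6kb1 it is about 0.5 against 1.27, for Egfr about 0.37 against 0.716, for Foxo1 about 0.49 against 0.77, for Rptor about 0.57 against 1.00, for Mlst8 about 0.53 against 0.934, and for Mapkap1 about 0.46 against 1.05. Of the alternatives set before the data were examined, quantile normalization brought Foxo1 to within 1.5-fold, at 0.729, and none did so for the others. For Igf1r the paper's ratio is about 0.62 in Fig. 4a, read by eye, and the array ratio of 0.86 was within 1.5-fold of it. With slide as a fixed block and within the slide holding both genotypes it was 0.964, which is not. The ratio of 0.86 still differed from 0.62 beyond the errors (0.12 for the paper's ratio, replicate SD 0.104 for the arrays). The Foxo1 ratio of 0.729 with quantile normalization also differed beyond its errors.

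The paper describes the genes of Fig. 4 as lower on the array. Ghrh, Egfr, Foxo1, Igf1r and Mlst8 had negative log2 fold changes here, while Rps6kb1 was at 0.34, Mapkap1 at 0.065 and Rptor at 0.00; no gene passed over all genes, and Foxo1 and Ghrh were lower at an unadjusted p under 0.05. The paper states that Igf1r was significantly lower, and its qRT-PCR in Fig. 4 was tested gene by gene with Student's t-test. On the arrays Igf1r was at -0.22 (unadjusted p = 0.192 and adjusted p = 0.575 over all genes in limma). Its dimmer probes had an unadjusted p of 0.05, 0.062 and 0.16 in limma. The paper describes the IGF-1, PI3K, AMPK and RPS6K families as lower. Here none was called lower with camera, at medians of -0.0057 for IGF-1/insulin, 0.056 for PI3K and -0.012 for RPS6K. The AMPK list had a positive median of 0.17 with Acaca and Acacb higher. Foxo1, Egfr and Igf1r were on the lower side. For Table 2, of 31 measured genes 10 were higher and 3 lower when adjusted over the list alone. At an unadjusted p under 0.05, a level the paper's statistics section names without a test for the array, Bmpr1a, Fgfr1, Foxo1, Itga5, Rnd3, Srf and Tln1 were lower in limma and 11 genes of the table higher; with a Student's t-test 11 were higher and 6 lower, Gnai2 among them and Srf and Tln1 not. The paper's key mTOR family is described as lower, and the mTOR list had a median of 0.11 here, with Ddit4 at -1.42 and Sesn2 at -1.37 the lowest members. The methods name an Affymetrix array and the deposited files are from Agilent arrays.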

Other observations

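Beyond the lists at the claims, the 24 measured proteasome genes all had log2 fold changes above 0, and 10 were higher adjusted over the list alone (camera, adjusted p = 2.64e-08; adjusted p = 0.504 with an estimated correlation). Markers of other cell types differed between pools of a genotype. Pancreatic genes were highest on WT replicate 2, whose list median lay 2.01 above the mean of the WT arrays, and skeletal muscle genes were highest on hNAG-1 replicate 2 (1.87) and WT replicate 1 (1.23). Smooth muscle markers had a median log2 fold change of -1.11, with WT replicates 1 and 2 at 0.613 and 0.923 and WT replicate 3 at -1.55 (camera, adjusted p = 0.00235; adjusted p = 0.504 with an estimated correlation). Without WT replicate 3 the median was -2. Over all arrays, and adjusted over the list alone, the single gene that passed was higher, Cspg4 at 1.00 (standard error 0.123). Of the 20 genes that led the ranking without passing the adjusted threshold, Pdzk1ip1 was at 2.75 (standard error 0.276), Parm1 at 2.07 (standard error 0.213), Kcnj15 at 1.54 (standard error 0.164) and Mgst2 at 1.32 (standard error 0.139), and Agt, Sncg, Abcg1, Timp4 and Pxdc1 lay between -0.98 and -1.60. Olfr732 was not well above background on any WT array (adjusted p = 0.168 in limma). Its hNAG-1 mean was 3.64-fold above the lowest signal well above background on the WT arrays. That ratio is not a lower bound on the change of Olfr732, whose log2 fold change with normexp was -0.31. Over all genes, 4261 (20.2%) had arrays of the 2 genotypes that did not overlap, where chance gives 10%.

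Some genes belong to measurements whose samples are not these arrays. Ghr was at 0.067 (standard error 0.168), Sirt1 at 0.080 (standard error 0.102), Sirt6 at -0.068 (standard error 0.147), Ucp1 at -0.70 (standard error 0.987), but 0.246 without WT replicate 2 and 0.255 within the slide holding both genotypes, and Ppargc1a at 0.65 (standard error 0.159, adjusted p = 0.25 in limma). Mouse Gdf15 was at -0.82 (standard error 0.351). Among the remaining lists, camera's adjusted p was 0.00848 for immediate-early genes, with Klf4 at -0.84 and Dusp1 at -0.78, 0.00235 for stress-response genes, 0.0184 for glucocorticoid response genes and 0.0212 for mesothelial markers, all downward, and none held with an estimated correlation (adjusted p of 0.504, 0.433, 0.504 and 0.601). The immediate-early genes went both ways, with 11 of 17 log2 fold changes below 0 and 6 above 0, and 6 lower and 2 higher at an unadjusted p under 0.05 in limma. Within the slide holding both genotypes and with slide as a fixed block these 4 calls and that of smooth muscle were lost (adjusted p within the slide of 0.172, 0.104, 0.579, 0.321 and 0.138), at medians of -0.19, -0.28, -0.16, -0.050 and -1.24, so that those of stress response and smooth muscle were not nearer to 0 than over all arrays. The immediate-early call was also lost without hNAG-1 replicate 2 (median -0.12), and its median was -0.122 without WT replicate 1 and -0.154 without hNAG-1 replicate 1. Without WT replicate 1 the stress-response median was -0.119 and its call held. The stress-response call was lost with normexp, and the glucocorticoid call with normexp, without WT replicate 1 (median -0.14) and without hNAG-1 replicate 2 (median -0.43). The mesothelial call was lost with normexp, with slide as a random block, without WT replicate 1 (median -0.083) and without hNAG-1 replicate 2 (median -0.00087), and the median was -0.259 without hNAG-1 replicate 1.

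With the settings used for these values, no other list passed camera. The upward adjusted p was 0.139 for T cells, 0.16 for B cells, 0.142 for nerve, 0.191 for mammary epithelium and for sirtuins, 0.325 for the circadian clock, 0.666 for lipolysis, 0.665 for thermogenesis and 0.96 for skeletal muscle. The downward one was 0.249 for the cell cycle, 0.703 for the growth hormone axis, 0.439 for heat shock, 0.171 for inflammation, 0.677 for interferon response, 0.081 for neutrophils and mast cells, 0.0704 for pancreas, 0.168 for the reproductive tract and 0.677 for ribosomal proteins. The growth hormone axis, interferon response and ribosomal protein lists had positive medians (0.067, 0.018 and 0.018) against a downward direction in camera, and thermogenesis a negative mean against a positive median. Within the slide holding both genotypes and with slide as a fixed block, where the genotypes are compared through a single hNAG-1 array, cell cycle genes passed downward (median -0.52) and circadian clock genes upward (median 0.42). On the other 2 hNAG-1 arrays the cell cycle medians were 0.165 and 0.133 relative to the mean of the WT arrays, and those of the circadian clock 0.273 and 0.132. Pancreas passed downward without WT replicate 1 (median -1.73) and without WT replicate 3 (-1.29), and without WT replicate 2, the array on which it was highest, its median turned positive (0.251, adjusted p = 0.45). The reproductive tract also passed downward without WT replicate 3 (-0.20). Without WT replicate 2, cell cycle genes passed downward (-0.25), and B cells (0.78), mammary epithelium (0.41), nerve (0.52) and thermogenesis (0.36) upward, and without hNAG-1 replicate 3 T cells did (0.62). With normexp, cell cycle, inflammation, neutrophils and mast cells, pancreas and the reproductive tract passed downward, and lipolysis, sirtuins, skeletal muscle, thermogenesis and ribosomal proteins upward; with quantile normalization T and B cells passed upward and ribosomal proteins downward. Other choices of filter, probe or block also gave calls for T cells and B cells upward and for neutrophils and mast cells and pancreas downward.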
